# Purified Mesenchymal Stem Cells Are an Efficient Source for iPS Cell Induction

**DOI:** 10.1371/journal.pone.0017610

**Published:** 2011-03-11

**Authors:** Kunimichi Niibe, Yoshimi Kawamura, Daisuke Araki, Satoru Morikawa, Kyoko Miura, Sadafumi Suzuki, Shigeto Shimmura, Takehiko Sunabori, Yo Mabuchi, Yasuo Nagai, Taneaki Nakagawa, Hideyuki Okano, Yumi Matsuzaki

## Abstract

**Background:**

Induced pluripotent stem (iPS) cells are generated from mouse and human somatic cells by the forced expression of defined transcription factors. Although most somatic cells are capable of acquiring pluripotency with minimal gene transduction, the poor efficiency of cell reprogramming and the uneven quality of iPS cells are still important problems. In particular, the choice of cell type most suitable for inducing high-quality iPS cells remains unclear.

**Methodology/Principal Findings:**

Here, we generated iPS cells from PDGFRα^+^ Sca-1^+^ (PαS) adult mouse mesenchymal stem cells (MSCs) and PDGFRα^−^ Sca-1^−^ osteo-progenitors (OP cells), and compared the induction efficiency and quality of individual iPS clones. MSCs had a higher reprogramming efficiency compared with OP cells and Tail Tip Fibroblasts (TTFs). The iPS cells induced from MSCs by Oct3/4, Sox2, and Klf4 appeared to be the closest equivalent to ES cells by DNA microarray gene profile and germline-transmission efficiency.

**Conclusions/Significance:**

Our findings suggest that a purified source of undifferentiated cells from adult tissue can produce high-quality iPS cells. In this context, prospectively enriched MSCs are a promising candidate for the efficient generation of high-quality iPS cells.

## Introduction

Pioneering work by Takahashi et al showed that the ectopic expression of a defined set of transcription factors, Oct4, Klf4, Sox2, and c-Myc, reprograms mouse embryonic fibroblasts (MEFs) and adult tail-tip fibroblasts (TTFs) into embryonic stem (ES)-like cells called induced pluripotent stem (iPS) cells [1]. Since then, iPS cells have been generated from a variety of somatic cells, including embryonic and adult dermal fibroblasts [1], [2], [3], epithelial cells of the liver and stomach [4], pancreatic β cells [5], mature B lymphocytes [6], and adult neural stem cells (NSCs) [7], [8]. These studies demonstrated that most somatic cells can be reprogrammed with 4 or 3 factors (excluding c-Myc).

However, each cell source may have a unique requirement for the specific factors that induce reprogramming. For example, embryonic fibroblasts are more easily reprogrammed than adult ones [1], [9]. Mature B cells require an additional factor to trigger epigenetic change, whereas NSCs require only 1 or 2 factors to become iPS cells. These data raise two possibilities: 1) embryonic tissue is a better source for iPS cells than adult tissue, and 2) tissue stem cells are more suitable for reprogramming than differentiated cells. However, it is difficult to compare the reprogramming efficiency among mixed cell populations such as MEFs or TTFs. Furthermore, nothing conclusive can be learned from comparing cells of different lineages, such as B lymphocytes versus NSCs. Somatic cells constitute a developmental hierarchy of stem cells, progenitor cells, and mature cells. To test our hypothesis that stem cells are more efficiently reprogrammed into iPS cells than mature ones, we needed to compare cells from the same cell lineage but from distinct developmental stages.

Here we focused on highly enriched mesenchymal stem cells (MSCs) and osteo-progenitors. Both cell types belong to the mesenchymal lineage and maintain unique undifferentiated states. We previously established a method for isolating highly enriched MSCs and osteo-progenitors from adult murine bone marrow based on their expression of PDGFRα and Sca-1. Cells expressing both PDGFRα and Sca-1 (PαS) are MSCs that are 120,000-fold more enriched for clonogenic cells (CFU-Fs [10], [11], [12]) than unfractionated bone marrow [13], [14]. On the other hand, cells in the PDGFRα-negative, Sca-1-negative represents osteo-progenitors (OP) that can differentiate only into osteocytes (**Figure 1A**). We isolated each population to compare the efficiency of reprogramming.

**Figure 1:**
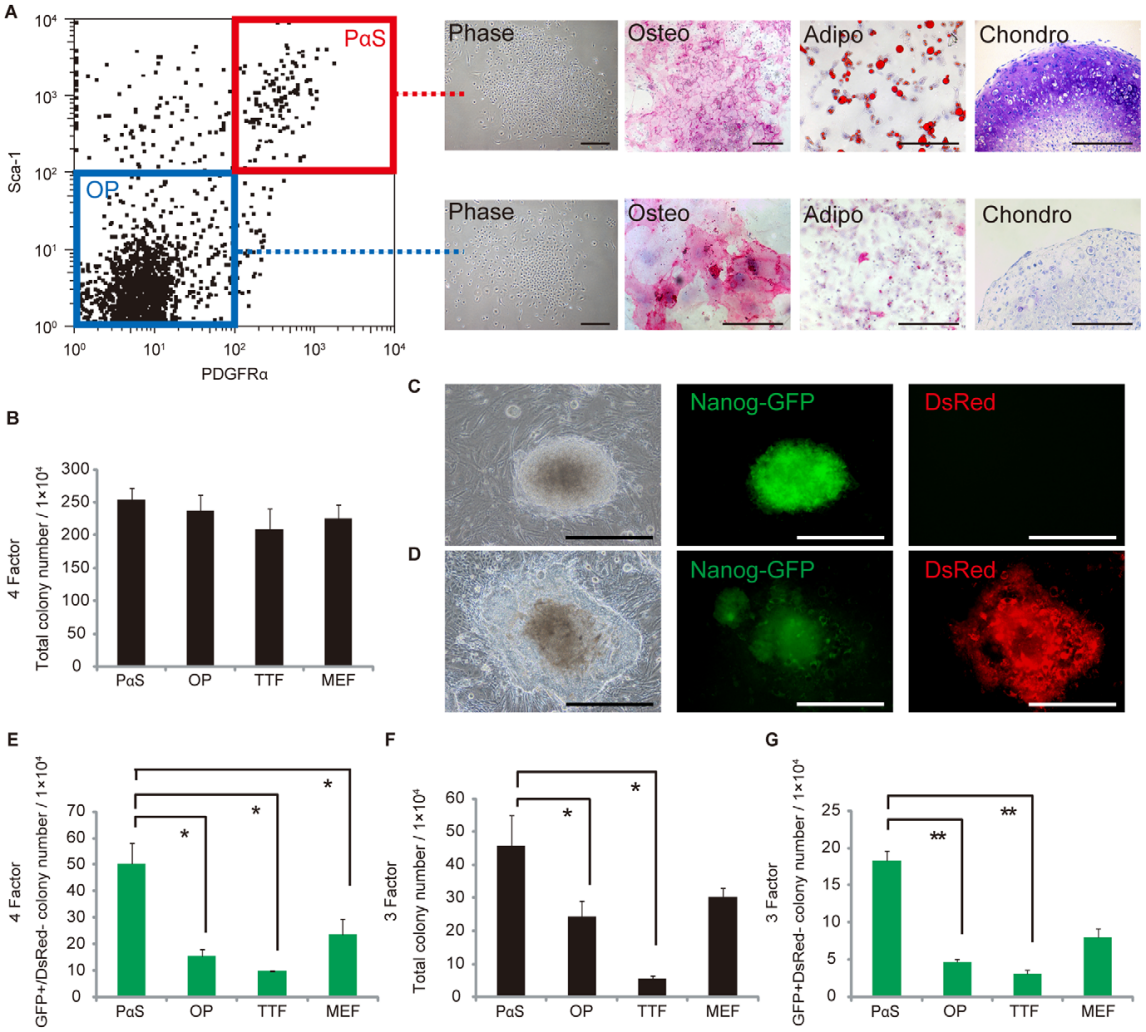
Generation of iPS cells from three cell sources obtained from Nanog-GFP-Puro^r^ transgenic mice. **A**, FACS profile and differentiation capacity of PαS cells and OP cells. PαS cells positive for PDGFRα and Sca-1 after gating on CD45^−^ and Ter119^−^. OP cells negative for PDGFRα and Sca-1 after gating on CD45^−^ and Ter119^−^. Phase-contrast is a micrograph of CFU-Fs from PαS cells. Osteogenesis was indicated by alkaline phosphatase staining on day 14, adipogenesis by neutral lipid vacuoles stained with oil red O on day 14, and chondrogenesis by toluidine blue staining on day 21 and by morphological changes of PαS (top) and OP (bottom) cells. **B**, Number of total colonies (counted EGFP^+^ and EGFP^−^ cells) obtained from 4Factor-transfection of PαS cells, OP cells, TTFs, and MEFs. Colonies were counted 28 days after retroviral transduction and 1×10^4^ cells were replated. **C**, Phase and fluorescence images of PαS iPS GFP^+^/DsRed^−^ colony. **D**, Phase and fluorescence images of PαS iPS GFP^+^/DsRed^+^ colony. **E**, Number of GFP^+^/DsRed^−^ colonies from 4-factor induction. *P<0.05 (n = 3). **F**, Number of total colonies (counted EGFP^+^ and EGFP^−^ cells) from 3-factor induction. Colonies were counted 35 days after retroviral transduction and 1×10^4^ cells were replated. *P<0.05 (n = 3). **G**, Number of GFP^+^/DsRed^−^ colonies from 3-factor induction. **P<0.01 (n = 3). Bar, 200 µm.

## Results

### Generation of iPS cells with distinct subsets of mesenchymal lineage

Each isolated cell type (PαS, OP, Tail Tip Fibroblast (TTF), and Mouse Embryonic Fibroblast (MEF)) was retrovirally transduced with 4 or 3 factors [15] along with CAG-DsRed [16] as a control for the induction efficiency, which was similar for both cell populations (**Figure S1**). From 1×10^4^ DsRed-positive cells induced with 4 factors, we obtained over 200 iPS colonies from the PαS and OP cells, which was approximately the same amount obtained with control TTFs and MEFs counted 35 days after retroviral transduction (**Figure 1B**). Nanog is specifically expressed in ES cells and pre-implantation embryos [17], [18] and is an indicator for pluripotency during iPS-cell induction [19]. The Nanog GFP^+^/DsRed^−^ colonies were morphologically indistinguishable from mouse ES cells (**Figure 1C**), but the GFP^+^/DsRed^+^ colonies showed slightly flat with unclear margins (**Figure 1D**). From what we found in the comparison of GFP^+^/DsRed^−^ colonies was that the PαS cell-derived iPS cells (PαS-iPS) included significantly more GFP^+^/DsRed^−^ and puromycin-resistant colonies than the OP-, TTF-, and MEF-derived iPS cells counted 7 days after adding puromycin (**Figure 1E**). When the cells were induced with 3 factors (without c-Myc), the PαS cells yielded not only more ES-like colonies counted 42 days after retroviral transduction, but also more GFP^+^/DsRed^−^ colonies, compared to the OP cells, TTFs, or MEFs using 3 or 4 factors, counted 7 days after the addition of puromycin (**Figure 1F and G**). We also confirmed the higher induction efficiency of PαS cells compare to TTFs by using integration-free method (**Table S1**), and immune-deficient NOD/Shi-*scid* and IL-2Rγ^null^ (*NOG*) mice that is a well known non-permissive strain (Matsui et al. manuscript in preparation).

### Characterization of iPS clones derived from PαS, OP or TTF

Next, we randomly selected five GFP^+^/DsRed^−^ clones from each adult cell source (PαS, OP, and TTF) and verified the quality of individual clones. We first analyzed the marker-gene expression for undifferentiated ES cells and transgene silencing by RT-PCR. All 4-factor (4F-) and 3-factor (3F-) induced P(S-iPS clones uniformly expressed all the ES-cell marker genes (Figure 2A–D), but completely lost all transgene expression (**Figure 2E and F**). In addition, although we chose DsRed^−^ clones, the transgene silencing was incomplete in several OP-iPS and TTF-iPS clones (**Figure 2E and F**). The PαS-iPS clones were also homogenously positive for the immature ES-cell markers alkaline phosphatase (ALP) and SSEA-1, but some of the OP-/TTF-iPS clones showed a heterogeneous phenotype for SSEA-1 expression (**Figure S2A and B**).

**Figure 2:**
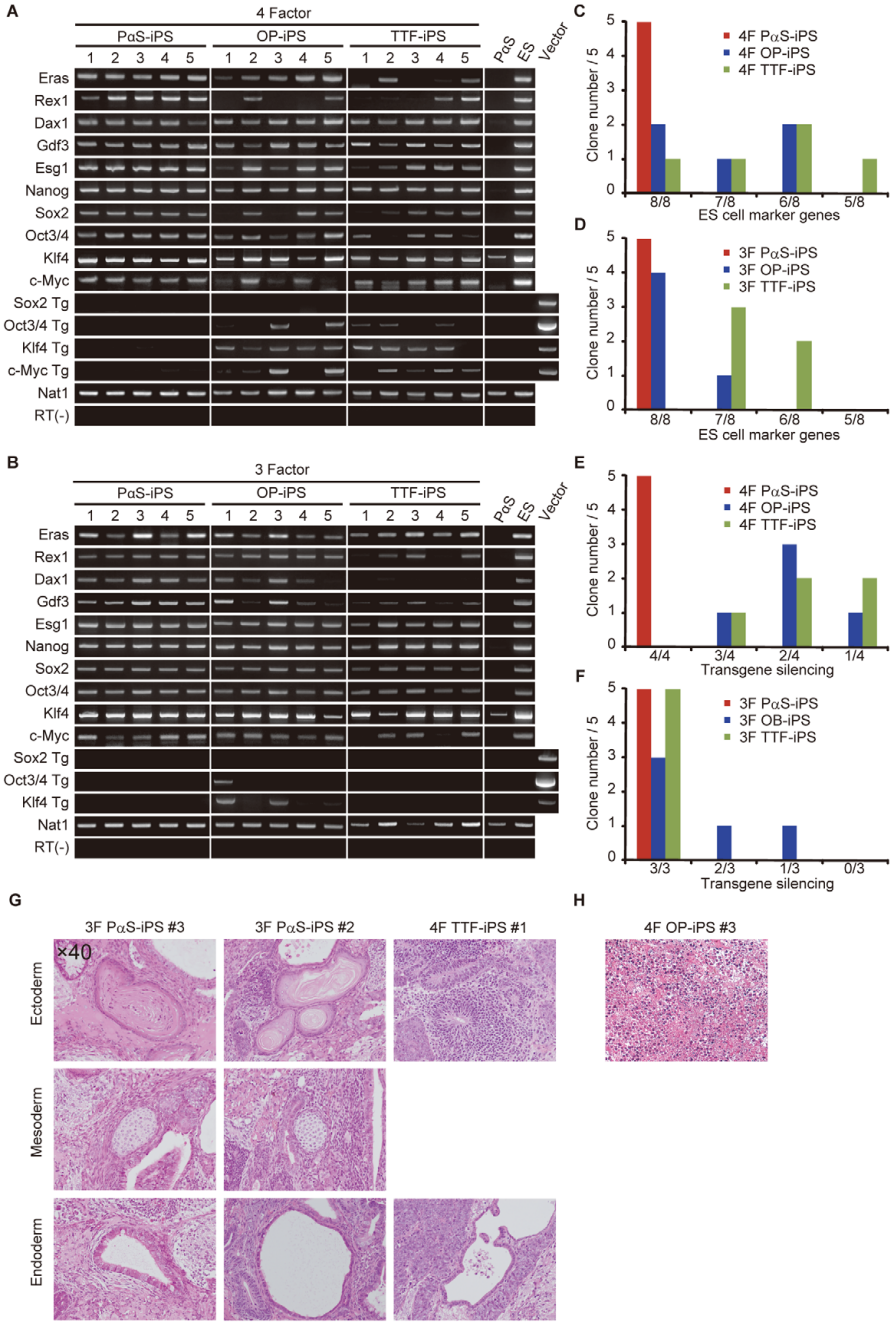
Gene expression and in vivo differentiation of iPS cells. RT-PCR of 4F-iPS cells (**A**) and 3F-iPS cells (**B**) for ES-cell marker genes, including Eras, Rex1, Dax1, Gdf3, Esg1, Nanog, Oct3/4, and Sox2 and to detect silencing of the transgenes. **C**, Number of ES-cell marker genes expressed using 4F induction. **D**, Number of ES-cell marker genes expressed using 3F induction. **E**, Transgenes silenced in 4F induction. **F,** Transgenes silenced in 3F induction. **G**, Teratomas from iPS cells, transplanted subcutaneously into nude mice. After 4-6 weeks, the teratomas were analyzed histologically with haematoxylin and eosin staining. TTF-iPS 4F1 did not differentiate mesoderm. **H**, Undifferentiated cells from 4F OP-iPS #3.

We next examined the pluripotency of each iPS clone by teratoma formation. All of the 4F-/3F-induced PαS-iPS clones formed teratomas, although 4F-OP-iPS #3 and 4F-TTF-iPS #1 clones did not differentiate into all three germ layers or remained undifferentiated cells. (**Figure 2G and H** **, Figure S3**). Interestingly, some of the OP-/TTF-iPS clones that lacked several ES-cell marker genes still differentiated into all three germ layers as teratomas (**Figure 2A–F**).

Bisulfate genomic sequencing of the Nanog promoter revealed that the primary PαS and OP cells were similarly methylated as TTFs [20] and hepatocytes [4] (**Figure 3A**). 

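RNA from 30 iPS clones, 5 in each of 6 groups (4F- and 3F-clones from PαS, OP or TTF), was hybridized to Agilent mouse whole-genome arrays in 1 colour (Cy3), with 1 array per clone. The primary PαS, OP and TTF cells had 1 array each, and ES cells had 2, which the sample labels assign to the lines EB-3 and RF8. The 5 clones per group are taken as biological replicates, and whether any of them are sister colonies was not tested, whereas each source has a single array and the ES arrays are of different lines. The arrays lay on 10 slides, and were scanned in 3 sessions. All 30 clones shared 1 session on 8 slides, and neither ES array was scanned in it, so that a difference from ES cells that all clones share cannot be told apart from a difference between sessions. Part of the PαS- and OP-derived clones shared slides, while the others lay on slides without the other source. No slide held 4F- and 3F-clones of PαS cells together. Probes well above background made up 56.6% to 65.7% of the probes on the clone arrays (median 63.0%), 64.3% and 71.1% on the ES arrays and 63.0% to 64.3% on the arrays of the source cells. By group the medians were 62.4% for 4F-PαS-iPS, 64.1% for 3F-PαS-iPS, 61.5% for 4F-OP-iPS, 64.3% for 3F-OP-iPS, 61.6% for 4F-TTF-iPS and 61.7% for 3F-TTF-iPS clones. The number of arrays limits the precision of every value.
The authors' scanner software subtracted the background from each spot's intensity, without scaling between arrays. They also gave log2 values from GeneSpring GX in which each of 41266 probes is centred on its median over the 35 arrays. Starting from the background-subtracted intensities, replicate spots were averaged, and the log2 value of each of 41174 gene probes was taken relative to the 75th percentile of its array. Over the 18968 probes well above background on all 35 arrays, these values matched the authors' centred values with a correlation of at least 0.999 on every array after the same centring, and dimmer probes were not compared. Levels relative to ES cells are log2 differences from the mean of both ES arrays. Where a gene has several probes, the one with the highest mean signal over clones and ES cells was used, and different probes were compared only as differences from ES cells. A signal that was not well above background is given only as a bound, in which each dim signal of the lower group is replaced by the lowest well-above-background signal of its array if that is higher, and the higher group keeps its own signals, dim ones included.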

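The R² value of a clone is the squared Pearson correlation, across all gene probes, between the clone and the mean of the ES arrays. It was 0.890 ± 0.00893 (SD, n = 5 clones) for 4F-PαS-iPS and 0.875 ± 0.0162 (SD, n = 5) for 3F-PαS-iPS cells. Among the 10 PαS-iPS clones it ranged from 0.854 (3F-PαS-iPS #3) to 0.904 (4F-PαS-iPS #2). It was 0.865 ± 0.0343 (SD, n = 5) for 4F-OP-iPS, 0.876 ± 0.00636 (SD, n = 5) for 3F-OP-iPS, 0.871 ± 0.0239 (SD, n = 5) for 4F-TTF-iPS and 0.872 ± 0.00569 (SD, n = 5) for 3F-TTF-iPS cells. The primary cells lay below all clones, at 0.778 for PαS, 0.747 for OP and 0.735 for TTF cells. Between the ES arrays themselves R² was 0.898, which compares single arrays. On that measure 4F-PαS-iPS clones, the group with the highest mean, had 0.864 against the EB-3 array and 0.869 against the RF8 array. The other R² values given here are against the mean of both ES arrays, so that 0.898 is not a like reference for them. Over 10 clones each, the mean of PαS-iPS clones was higher than that of OP-iPS clones by 0.0124 (permutation test, two-sided, p = 0.182) and than that of TTF-iPS clones by 0.0112 (p = 0.122). Neither difference exceeded the spread between clones. Compared within slides, the difference from OP-iPS clones was 0.0190 (exact permutation test over 144 arrangements, two-sided, p = 0.0903). Only 1 slide held PαS- and TTF-derived clones together, too few for such a comparison, and between slide means the difference was 0.00883 (exact permutation test, p = 0.310). The alternative that moved the difference from OP-iPS clones most was a restriction to the 27623 probes above background, to 0.0226 (permutation test, p = 0.188), with R² of 0.807 ± 0.0233 (SD, n = 5) for 4F-PαS-iPS and 0.761 ± 0.0312 (SD, n = 5) for 3F-PαS-iPS clones. Another background correction (normexp) moved the difference from OP-iPS clones the other way, to 0.00291 (permutation test, p = 0.867). Over the 27060 probes within 2-fold between the ES arrays, a filter like the one the methods describe for duplicated analyses, the mean was 0.923 ± 0.00855 (SD, n = 5) for 4F-PαS-iPS and 0.916 ± 0.0136 (SD, n = 5) for 3F-PαS-iPS clones.

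**Figure D1:**
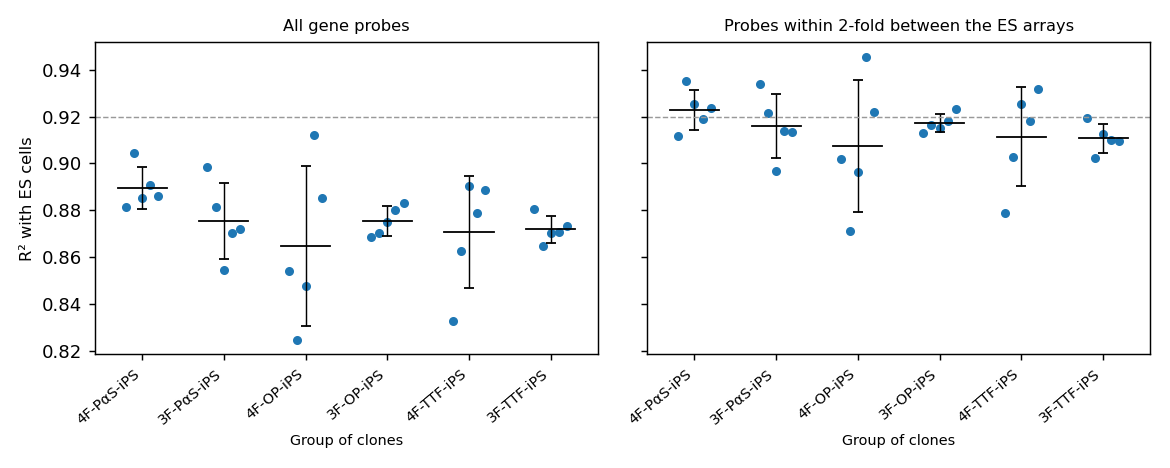
R² with ES cells for each clone (vertical axis, no unit) by group (horizontal axis), over all gene probes (left) and over probes within 2-fold between the ES arrays (right). Points are clones, horizontal bars are means of 5 clones, error bars are SDs and the dashed line marks 0.92. On the left all 30 clones lie under the line, and on the right 10 lie above it.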

DNA microarray analysis confirmed that all of the PαS-iPS clones had similar ES-cell-like gene expression profiles detected by R^2^ value (**Figure 3B**). 

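Sox2 was measured by a probe on chromosome 3 (34459231 to 34459290, mouse build mm7), Nanog by a probe on chromosome 6 (122750894 to 122750953) and Zscan4, which the array lists as Gm397, by a probe on chromosome 7 (9713271 to 9713330). Both ES arrays measured all 3 genes. Their own levels differed by 0.16 for Sox2, 1.69 for Nanog and 2.18 for Gm397 on the log2 scale. In 3 clones, 4F-OP-iPS #1, 4F-OP-iPS #3 and 4F-TTF-iPS #1, all 3 genes lay at least 32-fold below ES cells. Sox2 and Nanog were not above background in these clones. Sox2 was at least 881-fold lower than in ES cells in 4F-OP-iPS #1, at least 1110-fold lower in 4F-OP-iPS #3 and at least 543-fold lower in 4F-TTF-iPS #1. For Nanog the bounds were at least 752-fold, at least 945-fold and at least 511-fold, in the same order. The Gm397 differences from ES cells were -5.54 and -5.99 in the OP-derived clones, and Gm397 was at least 87.3-fold lower in 4F-TTF-iPS #1. A further OP-derived clone, 4F-OP-iPS #2, had differences of -5.86 for Sox2, -6.90 for Nanog and -4.71 for Gm397, all measured above background. At a limit of 8-fold, 5 clones were low in all 3 genes, the fifth being 4F-TTF-iPS #2. At a limit of 2-fold 8 clones were low in all 3 genes, and 26 clones were low in at least 1 of them, 8 of PαS, 8 of OP and 10 of TTF origin.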

From Microarray analysis, two of the OP and one of the TTF clones that expressed relatively low levels of Sox2, Nanog, and Zscan4 [21] also showed heavy methylation of the Nanog promoter legion. Also, two of these clones (4F-OP-iPS #3 and 4F-TTF-iPS # 1) did not show pluripotency in the teratoma assay. Therefore, the global gene expression profile and Nanog promoter methylation patterns correlated with the functional quality of these clones. However, two of the heavily methylated TTF-derived clones had ES-cell-like gene expression profiles, including Nanog (**Figure 3A and C**) and formed three-germ-layer teratomas (**Figure S3**). Collectively, our data showed that iPS clones generated from PαS cells had uniform profiles in all the assays, whereas the OP-/TTF-derived iPS clones showed divergence, even among those that were isolated by Nanog-puromycin resistance GFP^+^DsRed^−^ selection (**Table S2**).

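Across clones, R² was compared with the level of Sox2, Nanog and Zscan4 (Gm397) as 1 family of 3 genes, with Benjamini-Hochberg adjustment over the family. For Sox2, measured above background in 27 clones, Pearson's r was 0.832 (permutation test, two-sided, p = 1e-05, the smallest it can give, adjusted p = 3e-05) and Spearman's rho was 0.711 (p = 6e-05). Without the 2 clones farthest from the median Sox2 level, r was 0.681 (permutation test, p = 0.00011). For Nanog, measured in 27 clones, r was 0.775 (p = 2e-05, adjusted p = 3e-05), rho was 0.643 (p = 0.0004), and r without the 2 farthest clones was 0.552 (p = 0.00362). For Gm397, measured in 29 clones, r was 0.528 (p = 0.00372, adjusted p = 0.00372), rho was 0.338 (p = 0.0739), and r without the 2 farthest clones was 0.385 (p = 0.0483), so that its rank relation did not pass 0.05 over these 29 clones. Over all 30 clones, with 4F-TTF-iPS #1 kept at its bound, which was tried after the values were seen, r for Gm397 was 0.614 (permutation test, p = 0.00037) and rho was 0.401 (p = 0.0279, not adjusted), so that whether the rank relation passes depends on that clone. With the clones not above background kept at their bounds, r was 0.771 for Sox2 and 0.780 for Nanog, and rho 0.785 and 0.736. Within slides r was 0.923 for Sox2, 0.862 for Nanog and 0.733 for Gm397. By source, r was 0.903, 0.807 and 0.211 in the 10 PαS-iPS clones and 0.926, 0.914 and 0.731 in the OP-iPS clones, for the 3 genes in that order. The OP values rest on 8, 8 and 10 clones. With 4F-OP-iPS #1 and #3 kept at their bounds, r over 10 OP-iPS clones was 0.736 for Sox2 and 0.784 for Nanog. Among 9 TTF-iPS clones it was 0.135, 0.0826 and -0.0458, without 4F-TTF-iPS #1, which was not above background for any of the 3 genes. With that clone kept at its bound in the same way, r was 0.811, 0.768 and 0.604 (permutation test, p = 0.0378, 0.0437 and 0.0711, not adjusted) and rho was 0.176, 0.200 and 0.188, so that in TTF-iPS clones a relation rests on that 1 clone. R² was 0.854 for 4F-OP-iPS #1, 0.848 for 4F-OP-iPS #3 and 0.833 for 4F-TTF-iPS #1, which were left out of the first r values for Sox2 and Nanog as not above background. The lowest R² of any clone was 0.824, for 4F-OP-iPS #2. From the array profiles, the Nanog promoter methylation and the teratoma assay, the paper concludes that global expression goes with the functional quality of the clones.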

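The text does not name these TTF-derived clones, so Nanog is given for all of them, relative to ES cells. Among 4F-TTF-iPS clones other than #1, Nanog was measured above background and the difference was -4.49 in #2, -2.28 in #3, -2.83 in #4 and -2.26 in #5. In 3F-TTF-iPS clones it was -2.62 in #1, -1.84 in #2, -1.25 in #3, -1.11 in #4 and -1.20 in #5, a mean of -1.60 ± 0.64 (SD, n = 5). R² was 0.863, 0.890, 0.879 and 0.889 in 4F-TTF-iPS #2 to #5 and between 0.865 and 0.880 in the 3F-TTF-iPS clones. The Nanog level of all 10 TTF-derived clones was at least 2-fold below the mean of the ES arrays, whose own levels differed by 1.69 on the log2 scale. All 10 also lay below the lower of the ES arrays. Low Nanog was not particular to TTF-derived clones, as 23 of all 30 clones were at least 2-fold below the ES mean. The mean difference was -1.98 ± 0.83 (SD, n = 5) in 3F-PαS-iPS and -0.87 ± 0.88 (SD, n = 5) in 4F-PαS-iPS clones. A difference between scanning sessions stays open for a level that most clones share.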

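The spread of R² was compared between sources as the mean absolute deviation of each clone from the median of its source. It was larger by 0.00348 in OP- and TTF-iPS clones than in PαS-iPS clones (permutation test over 30 clones, two-sided, p = 0.487), which is not beyond chance. The SD over 10 clones was 0.0145 for PαS-iPS, 0.0239 for OP-iPS and 0.0164 for TTF-iPS clones. These values and the test pool 4F- and 3F-clones, which went opposite ways. Among 4F-clones the SD was 0.00893 for PαS-iPS, 0.0343 for OP-iPS and 0.0239 for TTF-iPS clones. Among 3F-clones it was 0.0162, 0.00636 and 0.00569, in the same order. The spread was not tested within 4F- or 3F-clones. By slide means the difference in spread was 0.00422 (exact permutation test, p = 0.499). Restricting R² to probes above background turned the difference to -0.00658.
Expression was compared between sources with limma over 27623 probes that were well above background on every array of at least 1 group. A probe counts as changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, with 4F- and 3F-clones weighted equally. Between PαS- and OP-iPS clones 454 probes changed, 231 higher and 223 lower in PαS-iPS clones. With slide as a fixed term the number was 277, 191 higher and 86 lower. Against TTF-iPS clones 134 probes changed, 52 higher and 82 lower, where quantile normalization gave 72 higher and 50 lower. With slide as a random term the number was 6. Of the probes changed against OP-iPS clones, 3 higher and 6 lower ones had no overlap between the 10 clones of each source. Chance gives 0.00108% for probes not selected beforehand, a rate that does not apply to probes called on the same clones. Mitf was higher in PαS-iPS clones by 1.46 on the log2 scale (standard error 0.198, adjusted p = 0.000784), Tfpi by 1.27 (standard error 0.175, adjusted p = 0.000784) and Slc39a4 by 1.22 (standard error 0.236, adjusted p = 0.00708). Egr2 had a change of -2.07 (standard error 0.399, adjusted p = 0.00694), Tbx15 of -1.24 (standard error 0.299, adjusted p = 0.0234), and 2300002C06Rik, above background in 8 PαS-iPS and 10 OP-iPS clones, was at least 2.44-fold lower in PαS-iPS clones (adjusted p = 0.00658). Of the probes changed against TTF-iPS clones, 2 higher and 8 lower ones did not overlap. Ccl5 was at least 4.52-fold lower (adjusted p = 0.0292, above background in 8 PαS-iPS and 10 TTF-iPS clones), and Ppef2 at least 2.91-fold lower (adjusted p = 0.0169, in 1 and 8 clones). Rnase1 was at least 1.27-fold lower (adjusted p = 0.00865), and only 4 TTF-iPS and 0 PαS-iPS clones had it above background. Tmem20 was higher by 1.04 on the log2 scale (standard error 0.207, adjusted p = 0.0182, above background in 10 PαS-iPS and 9 TTF-iPS clones) and Slco4c1 at least 1.70-fold higher (adjusted p = 0.0457, in 10 and 1 clones).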

**Figure 3:**
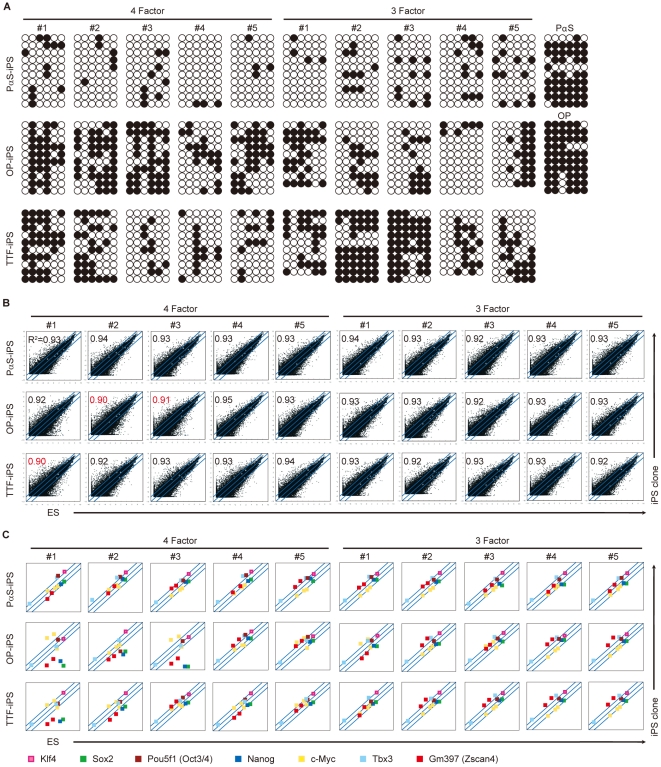
Characterization of iPS cells and PαS cells. **A**, DNA methylation of the promoter region of the Nanog gene. White circles indicate unmethylated CpG dinucleotides; black circles indicate methylated CpG dinucleotides. **B**, Scatter plots showing the comparison of global gene expression between ES cells and PαS-iPS, OP-iPS, and TTF-iPS cells determined by DNA microarray. Red number; R^2^ values over 0.92 compared with ES cells as positive. **C**, Microarray Scatter Plots were especially showing klf4, Sox2, Pou5f1 (Oct3/4), Nanog, c-Myc, Tbx3, and GM397 (Zscan4) gene.

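At the limit of 0.92, R² over all gene probes was above it in 0 of 30 clones. Over the probes within 2-fold between the ES arrays it was above 0.92 in 10 clones, and 16 clones reached 0.92 when R² was rounded to 2 decimals. On the unsquared correlation over all gene probes, tried after these values were seen, 2 clones were under 0.92. Over the probes within 2-fold between the ES arrays R² ranged from 0.871 to 0.946 among clones, and was 0.856, 0.828 and 0.816 for the primary PαS, OP and TTF cells. The genes of the scatter plots also differed between the ES arrays: Klf4 by 2.65, Pou5f1 by 2.92, Tbx3 by 2.83 and c-Myc by 0.82 on the log2 scale, higher on the EB-3 array in each case. Relative to the ES mean, Pou5f1 in the clones ranged from -5.33 to 1.87 with a median of -0.34, measured in all 30 clones. For Klf4 the range was -2.23 to 1.24 with a median of 0.19, and for Tbx3 it was -2.63 to 1.92 with a median of 0.20.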

### Chimeras from PαS-iPS cells

We next investigated whether the PαS-iPS cells were of a sufficient quality to produce adult chimeras. From previous examinations, OP-iPS clones and TTF iPS clones could not pass the total quality assessment, excluding 3F-OP-iPS #4 (**Table S1**). We selected three 4F-PαS-iPS, three 3F-PαS-iPS, and one from each 3F-OP-iPS and 4F-TTF-iPS **(Table S2**). These cells were introduced into eight-cell-stage ICR embryos by aggregation [22]. The P(S-iPS cells were well integrated into the inner cell mass during the maturation process, whereas a large number of OP-iPS and TTF-iPS cells were not (**Figure S4**). Two of the three 4F-PαS-iPS and all of the 3F-PαS-iPS contributed to chimeras. Most of the PαS-iPS clones competently generated adult chimeric mice, whereas none of the OP-/TTF-iPS-aggregated embryos resulted in chimeric mice.

Interestingly, the 3F-PαS-iPS clones clearly showed higher chimerism efficiency than the 4F-clones (**Figure 4A**). This suggested that the 3F-PαS-iPS cells were more efficient in colonizing germ tissues. Therefore, using one of the most stringent criteria for demonstrating the quality of iPS clones [23], we next tested the frequency of their germ-line transmission and the production of viable F1 offspring.

**Figure 4:**
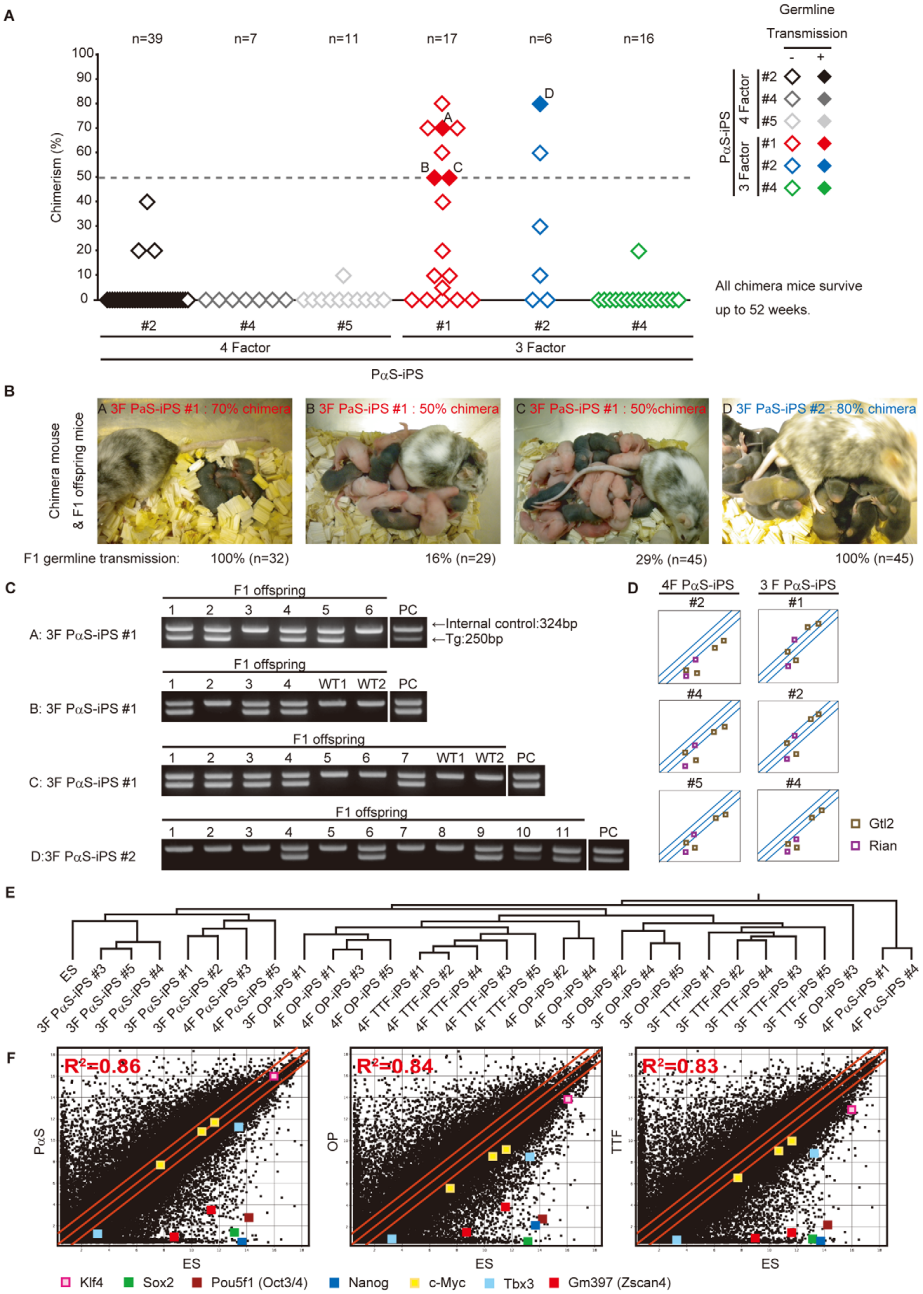
Germline chimeras and offspring from PαS-iPS cells. **A**, Chimeric and F1 mice from 4F-PαS-iPS and 3F-PαS-iPS cells. 3F-PαS-iPS could observe nine over 50% chimerism chimeras. **B**, Germline-competent chimeric mice and F1 mice. Seven chimeras (>50% coloured coat colour) from 3F-PαS-iPS #1 and two from 3F-PαS-iPS #2 were bred with ICR females, and three of seven chimeas from 3F-PαS-iPS #1 and one of two chimera from 3F-PαS-iPS #2 produced iPS derived F1 mice. The ratio of pigmented F1 mice was observed. Numbers below each panel give the percentage of pigmented F1 mice. **C**, PCR analysis showing the presence of the GFP cassette in F1 mice obtained from the intercross between a chimeric male and an ICR female. **D**, Scatter plots compared the Gtl2 and Rian gene expression between 4F/3F PαS-iPS and ES cells. **E**, Hierarchical clustering comparing the global gene expression between ES and iPS cells determined by DNA microarray. **F**, Scatter plots comparing the global gene expression between ES cells and source cells including PαS cells, OP cells, and TTF cells determined by DNA microarray.

Five of the nine chimeric animals were infertile, which could be explained by hermaphroditism of the chimeric mice [24], since both of the iPS clones were of male origin. The other four chimeras produced litters of which two had 100% black offspring, and two had between 16% and 29% black offspring (**Figure 4B**).

Nanog-GFP-IRES-Puro^r^ transgene integration was identified by genomic DNA PCR in 60% of the black offspring. Since the original PαS cells were derived from heterozygous Tg animals, approximately half of the F1 offspring were expected to possess the integrated transgene (**Figure 4C**). 

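Gtl2 and Rian lie in the imprinted region of chromosome 12. The Gtl2 probe used spans 107092697 to 107092756 and the Rian probe 107180614 to 107180673, in mouse build mm7. Both were measured above background in all 10 PαS-iPS clones and on both ES arrays. The ES arrays differed by 0.48 for Gtl2 and 2.27 for Rian on the log2 scale. Relative to ES cells, Gtl2 was 0.60, 0.30, -1.72, -1.29 and 0.49 in 3F-PαS-iPS #1 to #5, a mean of -0.32 ± 1.09 (SD, n = 5). In 4F-PαS-iPS #1 to #5 it was -2.14, -3.40, -0.75, -2.01 and -1.64, a mean of -1.99 ± 0.96 (SD, n = 5). Rian was 0.15, -0.56, -1.17, -2.37 and -0.53 in 3F-PαS-iPS #1 to #5, a mean of -0.90 ± 0.95 (SD, n = 5), and -1.84 ± 0.73 (SD, n = 5) in 4F-PαS-iPS clones. Between 3F- and 4F-PαS-iPS clones the difference in means was 1.67 for Gtl2 (exact permutation test, two-sided, p = 0.0556) and 0.95 for Rian (p = 0.127). Of 4 further Gtl2 probes, the 3 above background in all 10 clones gave differences of 1.44 (p = 0.0397), 1.69 (p = 0.0476) and 0.62 (p = 0.357) by the exact permutation test, without adjustment. On these probes the 3F-PαS-iPS clones had means of -1.89 ± 0.96, 0.01 ± 1.12 and -0.26 ± 1.13 (SD, n = 5), and on the first of them the highest 3F-PαS-iPS clone was at -1.08. The other Gtl2 probe and a second Rian probe were not above background in each clone. No slide held both groups, so slide and factors cannot be told apart.

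**Figure D2:**
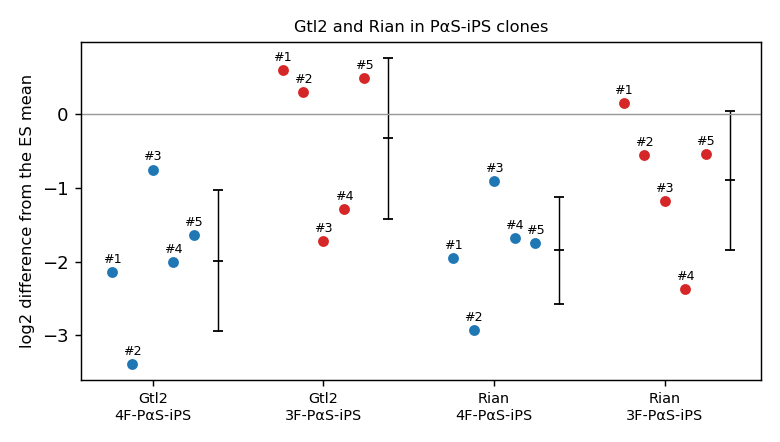
Gtl2 and Rian in each PαS-iPS clone as the log2 difference from the mean of the ES arrays (vertical axis), by gene and group (horizontal axis). Points are clones with their numbers (blue for 4F, red for 3F), and the bars to the right of each group are the mean and SD of 5 clones. In 3F-PαS-iPS cells #3 and #4 have the lowest Gtl2 values, -1.72 and -1.29, and #4 has the lowest Rian value, -2.37.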

In the germ-line competent 3F-PαS-iPS cells, the expression levels of Gtl2 and Rian, which are associated with germ-line contribution, were similar to those of ES cells, but their levels were slightly lower in #4 (**Figure 4D**).

The DNA microarray hierarchical clustering data confirmed that the 3F-PαS-iPS clones were the closest to ES cells among the clones derived from the various cell sources, and even the 4F-PαS-iPS cells (**Figure 4E**).

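For the clustering, each probe was centred on its median over the 30 clones and the ES arrays, and arrays were joined by Pearson's correlation and average linkage. The ES arrays joined each other at a height of 0.461. The first clones to join them, at 0.841, were 4F-PαS-iPS #2, 4F-OP-iPS #4 and 4F-TTF-iPS #5, and 0 of the 5 3F-PαS-iPS clones were among them. With only the probes above background the first were 4F-PαS-iPS #1 and #4, and without centring the pair of ES arrays stood outside all 30 clones.
The correlation of each clone's centred profile with that of ES cells was -0.164 ± 0.165 (SD, n = 5) for 3F-PαS-iPS and 0.0879 ± 0.125 (SD, n = 5) for 4F-PαS-iPS clones. It was 0.0328 ± 0.152 (SD, n = 5) for 4F-OP-iPS, -0.0598 ± 0.0696 (SD, n = 5) for 3F-OP-iPS, -0.0646 ± 0.105 (SD, n = 5) for 4F-TTF-iPS and -0.147 ± 0.0373 (SD, n = 5) for 3F-TTF-iPS clones. The difference between 3F- and 4F-PαS-iPS clones was -0.252 (exact permutation test, two-sided, p = 0.0317), and between 3F-PαS-iPS clones and the other 25 clones -0.134 (exact permutation test, p = 0.0510). With slide means as the unit, the former was -0.276 (exact permutation test, p = 0.200), and 2 against 3 slides cannot give a p under 0.1. Within slides the latter was -0.151 (exact permutation test over 24 arrangements, p = 0.208). For R² over all gene probes the difference between 3F- and 4F-PαS-iPS clones was -0.0144 (exact permutation test, p = 0.119).
In limma, with the same limits as for the sources, 4 probes changed between 3F- and 4F-PαS-iPS clones, and 4762 had an unadjusted p under 0.05. All 4 had an adjusted p of 0.0333 in limma and no overlap between the 5 clones of each group. Chance gives 0.794% for probes not selected beforehand. These 4 were called on the same clones, so their lack of overlap is no separate support. Kcnv2, above background in the 5 3F-PαS-iPS clones only, was at least 3.66-fold higher in them. Mobp, above background in 3 of the 4F-PαS-iPS clones, was at least 2.63-fold lower, and 6430502M16Rik, above background in all 5 of them, at least 2.55-fold lower. Myot was not above background in either group. Without 4F-PαS-iPS #3 the number of changed probes was 541, and without 4F-PαS-iPS #5 it was 163. It was 1 without 4F-PαS-iPS #2, 14 without 3F-PαS-iPS #1 and 3 without 3F-PαS-iPS #2. Without any other single clone of these groups the number was 0. With slide as a random term, or with the clone number as a block, it was 0 too. From the tree, the paper concludes that 3F-PαS-iPS clones were the closest to ES cells.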

## Discussion

Here we demonstrated that highly enriched mesenchymal stem cells (PαS cells) produce high-quality iPS clones at a high frequency. All the PαS-derived clones we tested had immature ES-cell-like characteristics, according to their gene expression, *in vivo* pluripotency, and the competency to produce adult chimeric mice. In addition, we have not observed the early death of chimeric mice, as was previously reported [4], in either the 3F- or 4F-PαS-iPS-containing chimeras, which have lived more than 52 weeks, to date. This is another advantage of using purified MSCs as the iPS cell source. 

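On the arrays, 7801 probes changed between 4F-PαS-iPS clones and ES cells in limma, 3496 higher and 4305 lower in the clones. For 3F-PαS-iPS clones the number was 10478, with 4678 higher and 5800 lower. The other groups gave 9728 (4F-OP-iPS), 10020 (3F-OP-iPS), 10106 (4F-TTF-iPS) and 10281 (3F-TTF-iPS). All 6 comparisons share the same ES arrays. The median of all probes lay below ES cells by log2 differences of -0.19 to -0.09 between groups of clones and ES cells, so that changes are relative to that shift. The probes changed in all 6 groups numbered 2514 higher and 2981 lower than in ES cells. Scanning session cannot be told apart from changes that all groups share.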

Selection markers driven by the Nanog/Oct4 promoter allowed us to obtain high quality iPS cells at a higher frequency than Fbx15 promoter selection [1], [19]. However, it is well known that most Nanog/Oct4-GFP-positive clones are not in a fully reprogrammed state, and are therefore termed “junk” cells [25]. Therefore, a series of screening processes is required to ensure the iPS cells are “qualified.” Using purified MSCs as a cell source may relieve the researcher of this tedious process.

Our results also revealed that 3F induction (without c-Myc) was more efficient for the germ-line transmission of PαS-iPS. This was an interesting observation, since it is known that 3F-induced MEFs or TTFs rarely produce germ-line transmissible iPS clones [25], [26]. As already reported, mouse and human NSCs can be reprogrammed with Oct4 and Klf4 only, since NSCs intrinsically express Sox2 and c-Myc [7], [8]. Our DNA microarray analysis revealed that the original PαS cells expressed c-Myc, Klf4, and Tbx3 [26] mRNA at similar levels as ES cells, but their levels in the OP cells and TTFs were lower (**Figure 4F**). This was also consistent with our observation that c-Myc transduction was not required for the complete reprogramming of PαS cells. 

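The primary PαS, OP and TTF cells were measured on 1 array each, so that no error and no test can be given for them. c-Myc was measured by a probe on chromosome 15 (62064157 to 62064216, mouse build mm7), Klf4 by a probe on chromosome 4 (55541780 to 55541839) and Tbx3 by a probe on chromosome 5 (118918450 to 118918509). All 3 were above background on the 3 source arrays and on both ES arrays. Relative to the mean of the ES arrays, c-Myc was -0.52 in PαS, -1.41 in OP and -0.94 in TTF cells on the log2 scale. Klf4 was 0.39 in PαS, -0.70 in OP and -1.83 in TTF cells. For Tbx3 the differences were -2.44 in PαS, -3.45 in OP and -5.95 in TTF cells. Each gene was higher in PαS than in OP and TTF cells. Against the EB-3 array alone Klf4 was -0.93 in PαS cells, and against the RF8 array alone it was 1.72. In OP cells Klf4 changed sign in the same way, from -2.02 to 0.63. Tbx3 in PαS cells was -3.86 against EB-3 and -1.03 against RF8, and c-Myc was -0.92 and -0.11. The EB-3 array shared its slide and scanning session with the source arrays, and the RF8 array did not. The ES line and the session therefore cannot be told apart in these differences.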

A recent publication demonstrated that germ-line-competent iPS cells are easily obtained when c-Myc is replaced by Tbx3 [26]. That PαS cells and ES cells express equivalent levels of both c-Myc and Tbx3 may be another reason for the enhanced reprogramming and germ-line transmission of the PαS cells. However, unlike with NSCs, we could not obtain iPS cells from PαS cells when Klf4 or c-Myc and Klf4 were not among the transduced factors. These results suggest that exogenous c-Myc is dispensable, but Klf4 is required for deriving iPS cells from PαS cells.

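Further probes of these genes gave the following levels in the primary cells, relative to ES cells. A c-Myc probe 5′ of the one used was -0.79 in PαS, -1.33 in OP and -0.83 in TTF cells. A c-Myc probe 3′ of it was -0.55 in PαS and -1.47 in OP cells, and lay between these in TTF cells. A second Tbx3 probe was above background on the array of none of the source cells and on 1 ES array, so that no level is given for it.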

We conclude that immature tissue stem cells (PαS cells) are a more efficient source of iPS cells than partially committed ones (OP cells) or a mixed cell population (TTFs) of the same lineage. Among the various tissue stem cells that can be isolated from adults, MSCs in the bone marrow are the most easily accessible, and can be obtained less invasively than NSCs or stomach cells[4], [7], [8], [9]. If human MSCs show the same features as murine MSCs, the clinical implications of this finding will be immense, not only because human MSCs would be an ideal source of high-quality iPS cells, but also because existing bone-marrow banks could be exploited to prepare HLA-specific iPS cells for use in regenerative medicine.

## Materials and Methods

### Preparation of bone-marrow cell suspension

The mice were kept under specific pathogen-free conditions in our animal facility at keio University School of Medicine. All experimental procedures and protocols were approved by the ethics committee of Keio University and were in accordance with the Guide for the Care and Use of Laboratory Animals. Approval ID: 09089-(8). Mouse femurs and tibias were dissected out and crushed with a pestle. The crushed bones were washed in HBSS^+^ (Gibco) supplemented with 2% FBS, 10 mM HEPES, and 1% Penicillin/Streptomycin(P/S) to remove the hematopoietic cells. The bone fragments were incubated for 1 hr at 37°C in 0.2% collagenase (Wako) in DMEM (Gibco) containing 10 mM HEPES and 1% P/S. The suspension was filtered through a cell strainer (Falcon) and collected by centrifugation at 280×g for 7 min at 4°C. The pellet was resuspended for 5–10 s in 1 ml water to burst red blood cells, after which 1 ml of 2 × PBS containing 4% FBS was added. The cells were resuspended in HBSS^+^ and poured through a cell strainer.

### Flow cytometry analysis and cell sorting

The following fluorescently conjugated antibodies (PE, APC, or FITC) were used for analysis and cell sorting: PE-conjugated CD45 (30-F11), TER119 (TER-119), and SSEA-1, APC-conjugated PDGFRα (APA5), and FITC-conjugated Sca-1 (Ly6A/E). Flow-cytometry analysis and sorting were performed on a triple-laser MoFlo (Dako) or JSAN (Bay Bioscience) flow cytometer. PI fluorescence was measured, and a live cell gate was defined that excluded the cells positive for PI. Additional gates were defined as positive for PDGFRα and Sca-1 and negative for CD45 and TER119, according to the isotype control fluorescence intensity. Live iPS cells gated in the PI-negative region were stained for SSEA-1 for analysis.

### Cell culture

Mouse MSCs were maintained in MEM-α containing 10%FBS, 1% P/S, and 10 mM HEPES. The iPS cells were maintained in ES medium (DMEM containing 15% FBS, 1 × NEAA, 1 mM sodium pyruvate, 5.5 mM 2-ME, 50 units ml^−1^ penicillin, and 50 µgml^−1^ streptomycin) on feeder layers of mitomycin-C-treated SNL cells into which we had stably incorporated the puromycin-resistance gene. As a source of LIF, we used conditioned medium from Plat-E cell cultures that had been transduced with a LIF-expressing vector. Plat-E cells, which were also used to produce retroviruses, were maintained in DMEM containing 10% FBS, 50 unitsml^−1^ penicillin, 50 µgml^-1^ streptomycin, 1 µgml^−1^ puromycin, and 10 µgml^−1^ blasticidin S. To establish TTFs, the tails from adult mice were peeled, minced into 1-cm pieces, placed on culture dishes, and incubated in MF-start medium (Toyobo) for 5 days. Cells that migrated out of the tail pieces were transferred to new plates (Passage 2) and maintained in DMEM containing 10% FBS. TTFs at Passage 3 were used to make iPS cells. ES and iPS cells were cultured as previously described[1].

### Generation of induced pluripotent stem cells

The iPS induction was performed as described previously[1], [15] with some modifications. Briefly, PαS cells, OP cells, TTFs, and MEFs were isolated from 6-week-old Nanog-reporter mice. Plat-E cells were seeded at 8×10^6^ cells per 100-mm dish. On the next day, 9 µg of pMX-based retroviral vectors for DsRed, Oct3/4, Sox2, Klf4, and c-Myc were individually introduced into separate dishes of Plat-E cells using 27 µl of FuGENE 6 transfection reagent. After 24 h, the medium was replaced with 10 ml of DMEM containing 10% FCS. The source cells were seeded at 1×10^4^ cells per 60-mm dish covered with feeder cells. On the next day, virus-containing supernatants from the Plat-E cultures were recovered and filtered through a 0.45-µm cellulose acetate filter. Equal volumes of the supernatants were mixed and supplemented with polybrene at a final concentration of 4 µgml^−1^. We prepared the PαS cells, OP cells, and TTFs concurrently. Two weeks after the cell expansion following cell sorting, we transduced the three types of source cells with 4 or 3 factors (without c-Myc) and DsRed as a marker for infection efficiency and transgene silencing. The source cells were incubated in the virus/polybrene-containing supernatants for 24 h. Two days after infection, the medium was changed to ES medium supplemented with LIF. Three days after infection, 1×10^4^ DsRed^+^-infected cells were plated on feeder cells. Three weeks after infection, the 4F cells were selected by puromycin (Sigma); four weeks after infection, the 3F cells were selected. One week after puromycin selection, the total colony number was counted. For Nanog iPS cells, puromycin (Sigma) was added at a final concentration of 1.5 µgml^−1^.

### RT-PCR

Total RNA was purified with Trizol (Invitrogen) and treated with a Turbo DNA-free kit (Ambion) to remove genomic DNA contamination. The total RNA was used for a transcription reaction with random primers (Stratagene), according to the manufacturer's instructions. PCR was performed with ExTaq (Takara, Japan).

### Teratoma formation and histological analysis

ES cells or iPS cells were suspended at 1×10^7^ cells/ml in DMEM containing 10% FBS. Nude mice were anesthetized with diethyl ether. Then, 100 µl of the cell suspension (1×10^6^ cells) was injected subcutaneously into the dorsal flank. Four weeks after the injection, the tumours were surgically dissected from the mice, weighed, fixed in PBS containing 4% formaldehyde, embedded in paraffin, and sectioned. The sections were stained with haematoxylin and eosin. Injection was done three times for all clones.

### Bisulfite genomic sequencing

Bisulfite treatment was performed using the CpGenome modification kit (Chemicon) according to the manufacturer's recommendations. The treated DNA was purified with a QIAquick column (Qiagen). The amplified products were cloned into pCR2.1-TOPO (Invitrogen). Ten randomly selected clones were sequenced with the M13 forward and M13 reverse primers for each gene.

### DNA microarray

The total RNA from ES cells, PαS cells, OP cells, TTFs, and iPS cells was labelled with Cy3. Samples were hybridized to a Mouse Oligo Microarray (Agilent) according to the manufacturer's protocol. The arrays were scanned with a G2565BA Microarray Scanner System (Agilent). Data were analysed using GeneSpring GX software (Agilent). Genes for which the value fluctuated more than twofold between duplicated analyses were excluded. For hierarchical clustering, we use Pearson's correlation for similarity measure and for average linkage clustering. GEO accession number: GSE23717.

### Chimera formation

iPS cells were aggregated with zona-pellucida-free eight-cell-stage embryos to generate chimeras. First, two-cell embryos were flushed from ICR females at 1.5 dpc and cultured in microdrops of mWitten medium until the eight-cell stage. The zona pellucida was dissolved in Acid Tyrode's solution (Sigma). After a short treatment with trypsin (Nacalai Tesque), the iPS cells were transferred into the microdrops of mWitten medium to make contact with the denuded eight-cell embryos. Eight-cell embryos aggregated with iPS cells were cultured overnight at 37°C, 5% CO_2_. The aggregated morulae or blastocysts were transferred into the oviducts of 0.5 dpc pseudopregnant females.

## Supporting Information

Figure S1 **Infection efficiency of retrovirus.** DsRed expression was observed in transduced source cells. Infection efficiency was 81.5% of PαS cells, 85.3% of OP cells, and 80.7% of TTF cells. Left: PαS cells. Middle: OP cells. Right: TTF cells. Top: Phase contrast. Bottom: DsRed fluorescence. Bar, 250 µm.
(TIF) Click here for additional data file.

Figure S2 **Characterization of iPS cell lines. A**, Expression of the pluripotency-associated gene alkaline phosphatase in iPS cells derived from TTF, OP, and PαS cells. Top: PαS-iPS clones. Middle: OP-iPS clones. Bottom: TTF-iPS clones. Bar, 200 µm. **B**, Histogram showed flow-cytometry analysis of the typical ES-cell surface antigen SSEA-1. Top: PαS-iPS clones. Middle: OP-iPS clones. Bottom: TTF-iPS clones. Blue line: experimental control. Red line: sample stained SSEA-1.
(TIF) Click here for additional data file.

Figure S3 **Teratoma formation from iPS cells.** iPS cells were subcutaneously transplanted into nude mice. After 4–6 weeks, the teratomas were analyzed histologically with haematoxylin and eosin staining. 4F-OP-iPS #3 did not show differentiation potential for three germ layers. 4F-TTF-iPS #1 did not differentiate to mesoderm. Top: PαS-iPS clones. Middle: OP-iPS clones. Bottom: TTF-iPS clones. Upper: Ectoderm. Center: Mesoderm. Lower: Endoderm.
(TIF) Click here for additional data file.

Figure S4 **Eight-cell-stage aggregation.** The iPS clones were transferred into eight-cell-stage ICR embryos by aggregation and cultured *in vitro* to blastocysts. Left: 3F-PαS-iPS #1. Middle: 3F-OP-iPS #4. Right: 3F-TTF-iPS #5. Top: Phase contrast. Middle: EGFP expression. Bottom: Merged image.
(TIF) Click here for additional data file.

Table S1 **Induction efficiency of infected SeV infection.** PαS cells and TTF cells were infected with Sendai virus (SeV) [27]. Multiplicity of infection (MOI) was changed to test optimum density for generating iPS cells. Experiment 1 (Exp.01): Cells were seeded on 12 well plates (0.99×10^4^ cells/well). Experiment 2 (Exp.02): PαS cells were seeded on 6 cm dishes (5.0×10^4^ cells/well). TTF cells were seeded on 6 well plates (2.0×10^4^ cells/well). Experiment 3 (Exp. 03): Cells were seeded on 12 well plates (0.82×10^4^ cells/well). * cell aggregation. ** c-Myc was infected with MOI = 2.79 *** c-Myc was infected with MOI = 4.65.
(TIF) Click here for additional data file.

Table S2 **Results summary of quality assessment.** All clones expressed alkaline phosphatase. SSEA-1 expression was detected in over 1% of positive cells compared with control cells. ES marker gene expression was detected by RT-PCR. Transgene silencing was detected by RT-PCR. Teratoma formation was detected by three times injection. Two clones could not differentiate into three germ-layers. Count for demethylation of Nanog promoter was over 80%. From microarray analysis, although all clones were over 0.9 R^2^ value, we considered R^2^ values over 0.92 compared with ES cells as positive. Chimera mouse was detected by court colour. Germ-line transmission was detected by court colour of offspring to mating over 50% chimerism Chimera mice with Wild type mice. ND: Not Done.
(TIF) Click here for additional data file.

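R² over all gene probes was above 0.9 in 2 of 30 clones, 4F-PαS-iPS #2 and 4F-OP-iPS #4, the latter with 0.912. Over the probes within 2-fold between the ES arrays it was above 0.9 in 26 clones. With the EB-3 or the RF8 array alone as the ES reference, 0 clones were above 0.9, and the highest R² was 0.880 and 0.898. On the unsquared correlation, tried after these values were seen, all 30 clones were above 0.9.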

## References

[1] Takahashi K, Yamanaka S (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors.. Cell.

[2] Takahashi K, Tanabe K, Ohnuki M, Narita M, Ichisaka T (2007). Induction of pluripotent stem cells from adult human fibroblasts by defined factors.. Cell.

[3] Nakagawa M, Koyanagi M, Tanabe K, Takahashi K, Ichisaka T (2008). Generation of induced pluripotent stem cells without Myc from mouse and human fibroblasts.. Nat Biotechnol.

[4] Aoi T, Yae K, Nakagawa M, Ichisaka T, Okita K (2008). Generation of pluripotent stem cells from adult mouse liver and stomach cells.. Science.

[5] Stadtfeld M, Brennand K, Hochedlinger K (2008). Reprogramming of pancreatic beta cells into induced pluripotent stem cells.. Curr Biol.

[6] Hanna J, Markoulaki S, Schorderet P, Carey BW, Beard C (2008). Direct reprogramming of terminally differentiated mature B lymphocytes to pluripotency.. Cell.

[7] Kim JB, Sebastiano V, Wu G, Arauzo-Bravo MJ, Sasse P (2009). Oct4-induced pluripotency in adult neural stem cells.. Cell.

[8] Kim JB, Zaehres H, Wu G, Gentile L, Ko K (2008). Pluripotent stem cells induced from adult neural stem cells by reprogramming with two factors.. Nature.

[9] Miura K, Okada Y, Aoi T, Okada A, Takahashi K (2009). Variation in the safety of induced pluripotent stem cell lines.. Nat Biotechnol.

[10] Pittenger MF, Mackay AM, Beck SC, Jaiswal RK, Douglas R (1999). Multilineage potential of adult human mesenchymal stem cells.. Science.

[11] Prockop DJ (1997). Marrow stromal cells as stem cells for nonhematopoietic tissues.. Science.

[12] Friedenstein AJ, Deriglasova UF, Kulagina NN, Panasuk AF, Rudakowa SF (1974). Precursors for fibroblasts in different populations of hematopoietic cells as detected by the in vitro colony assay method.. Exp Hematol.

[13] Morikawa S, Mabuchi Y, Niibe K, Suzuki S, Nagoshi N (2009). Development of mesenchymal stem cells partially originate from the neural crest.. Biochem Biophys Res Commun.

[14] Morikawa S, Mabuchi Y, Kubota Y, Nagai Y, Niibe K (2009). Prospective identification, isolation, and systemic transplantation of multipotent mesenchymal stem cells in murine bone marrow.. J Exp Med.

[15] Takahashi K, Okita K, Nakagawa M, Yamanaka S (2007). Induction of pluripotent stem cells from fibroblast cultures.. Nat Protoc.

[16] Cherry SR, Biniszkiewicz D, van Parijs L, Baltimore D, Jaenisch R (2000). Retroviral expression in embryonic stem cells and hematopoietic stem cells.. Mol Cell Biol.

[17] Chambers I, Colby D, Robertson M, Nichols J, Lee S (2003). Functional expression cloning of Nanog, a pluripotency sustaining factor in embryonic stem cells.. Cell.

[18] Mitsui K, Tokuzawa Y, Itoh H, Segawa K, Murakami M (2003). The homeoprotein Nanog is required for maintenance of pluripotency in mouse epiblast and ES cells.. Cell.

[19] Okita K, Ichisaka T, Yamanaka S (2007). Generation of germline-competent induced pluripotent stem cells.. Nature.

[20] Stadtfeld M, Nagaya M, Utikal J, Weir G, Hochedlinger K (2008). Induced pluripotent stem cells generated without viral integration.. Science.

[21] Zalzman M, Falco G, Sharova LV, Nishiyama A, Thomas M (2010). Zscan4 regulates telomere elongation and genomic stability in ES cells.. Nature.

[22] Wood SA, Allen ND, Rossant J, Auerbach A, Nagy A (1993). Non-injection methods for the production of embryonic stem cell-embryo chimaeras.. Nature.

[23] Daley GQ, Lensch MW, Jaenisch R, Meissner A, Plath K (2009). Broader implications of defining standards for the pluripotency of iPSCs.. Cell Stem Cell.

[24] Tarkowski AK (1998). Mouse chimaeras revisited: recollections and reflections.. Int J Dev Biol.

[25] Stadtfeld M, Apostolou E, Akutsu H, Fukuda A, Follett P (2010). Aberrant silencing of imprinted genes on chromosome 12qF1 in mouse induced pluripotent stem cells.. Nature.

[26] Han J, Yuan P, Yang H, Zhang J, Soh BS (2010). Tbx3 improves the germ-line competency of induced pluripotent stem cells.. Nature.

[27] Fusaki N, Ban H, Nishiyama A, Saeki K, Hasegawa M (2009). Efficient induction of transgene-free human pluripotent stem cells using a vector based on Sendai virus, an RNA virus that does not integrate into the host genome.. Proc Jpn Acad Ser B Phys Biol Sci.

How the deposited data were processed for this re-analysis (not part of the article)

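Gene expression was measured with 1-colour (Cy3) Agilent mouse arrays in 30 iPS clones, 2 ES cell lines and 1 sample each of primary PαS, OP and TTF cells, 35 arrays in all. The 30 clones make 6 groups of 5: 4F- and 3F-clones derived from PαS, OP or TTF. The scanner values are intensities, from which Agilent Feature Extraction subtracted the background, and they carry no normalization between arrays. The authors' table of log2 values was made in GeneSpring GX, and every one of its 41266 probes has a median of 0 over the 35 arrays. Its values and those computed here had a correlation of at least 0.999 and a slope of 0.999 to 1.00 on each array, over the 18968 probes well above background on all arrays. Spot flags for saturation, non-uniformity and signal over background were used as the scanner software wrote them.

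Control spots were left out and replicate spots averaged, which left 41174 gene probes. The main values are log2 of the background-subtracted intensity minus the 75th percentile of the array. Probes were matched to genes by the names the array design gives, and positions are those of its annotation on mouse build mm7. Of each gene the probe with the highest mean over clones and ES cells was taken, and the other probes are reported as alternatives. R² is the squared Pearson correlation over gene probes between an array and the mean of the ES arrays. For gene-centred correlation and clustering, each probe was centred on its median over clones and ES cells, and trees were joined by average linkage.

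Differences in R², in its spread, in correlation and in single genes were tested by permuting clones between groups, two-sided: by exact enumeration where a group held fewer than 10 clones, and otherwise with 100000 resamples. Correlations across clones had permutation p values, and were repeated without the 2 clones farthest from the median, within slides and within each source. Changed probes were found with limma 3.58.1 in R 4.3.3, in 1 fit with 7 groups (the 6 groups of clones and ES cells), at an adjusted p under 0.05 after Benjamini-Hochberg adjustment and at least 2-fold. Probes were tested when well above background on every array of at least 1 of the 7 groups, which were 27623 probes. The other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The fit was tested on simulated data with independent noise, in which 200 of 27623 probes per comparison were raised or lowered by 2 or 4 on the log2 scale. It recovered 89%, 97% and 94% of them for 3F- against 4F-PαS-iPS, PαS- against OP-iPS and PαS- against TTF-iPS clones. For the groups against ES cells it recovered 78.5% to 86%, and there were 3 to 12 false calls in each comparison. The simulation held no changes near the 2-fold limit and no likeness of arrays by slide, where the data had a correlation within slides of 0.3305. Its rates therefore do not carry over to smaller changes or to false calls that slides bring.

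Genes named in the text are those the paper names for its arrays and its RT-PCR, other genes of the Gtl2 region, the sorting markers, genes of the sex chromosomes, and, for each comparison between clones, the 3 with the largest change in each direction among changed probes without overlap between the groups. This rule, the comparisons, their tests and the alternatives were set before the data were examined. The alternatives were normexp background correction (offset 50) on raw intensities, quantile normalization, the authors' table, only probes above background, a floor under dim signals, each ES array alone, probes within 2-fold between the ES arrays, other centrings, other probes, no fold minimum, no filter on dim probes, the slide or the clone number as a block, and each clone left out in turn. Normexp with outlying backgrounds (over 10 times the median of the array) replaced by the median, the unsquared correlation in place of R², and clones not above background kept at their bound, were added after the results were seen. Clone numbers carry no pairing: of 75 pairs of clones with the same number, 16 had a gene-centred correlation over 0.1, with a median of -0.000382. Slides held clones of 1 or 2 groups, and the slide was used as a fixed block where 2 groups shared slides.

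On each array 54 to 152 spots were left out for the scanner software's outlier flags, and 1 saturated probe, on an ES array. The highest correlation between any pair of arrays was 0.991, and no arrays were identical. A marker list of 18 genes of fibroblasts was written before its levels were seen, and compared with 10000 random lists matched for expression. The 3 c-Myc probes were placed by the reading frames of their sequences: one is open throughout, one holds the stop codon and one lies in the 3′ UTR. Teratoma formation, methylation, RT-PCR and chimera data were not analysed here.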

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

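The tests of other probes, of slides, of swapped labels, of sessions and of the Y chromosome transcripts were chosen after the results were seen, and those of the fibroblast markers and of dilution before.

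Of 119 groups of 5 clones and named probes examined for a clone far from the other 4, 4 had one, where chance gives 5.95. Tbx3 in 3F-OP-iPS #1 was -0.44 relative to ES cells, and Dppa5 in the same clone was -0.52. Eras in 4F-TTF-iPS #1 was -6.27, and Zfp42 (Rex1) in 4F-TTF-iPS #3 was -3.22, the highest level of that gene in any clone. The number of such clones is not beyond chance. No technical or biological explanation was tested for the single clones.

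The c-Myc probe in the coding sequence was compared with the probe in the 3′ UTR, each relative to ES cells, since the retroviral c-Myc carries the coding sequence. The excess of the coding probe was 3.48 ± 2.33 (SD, n = 15) in 4F-clones and 1.16 ± 1.67 (SD, n = 15) in 3F-clones, a difference of 2.32 (permutation test, two-sided, p = 0.00362). By source the difference was 0.98 for PαS-iPS (exact permutation test, p = 0.0159), 2.51 for OP-iPS (p = 0.190) and 3.47 for TTF-iPS clones (p = 0.00794). It was larger for TTF-iPS than for PαS-iPS clones by 2.48 (exact permutation test over 63504 arrangements, p = 0.00321, adjusted p = 0.0289 over 9 tests of whether 3F- and 4F-clones differ alike between sources). In TTF-iPS cells all 5 4F-clones (3.09 to 4.97) lay above all 5 3F-clones (0.35 to 0.68). The other 8 tests had adjusted p values from 0.0706 to 0.500. A fault of the coding probe alone is argued against by the probe across the stop codon, which gave 2.09 (exact permutation test, p = 0.0157, adjusted p = 0.0706). That excess subtracts the same 3′ UTR probe, so that it cannot bear on a fault of the latter. Slides bear in part on the larger difference in TTF-iPS clones. On the 1 slide that 4F-TTF-iPS #5 shared with 3F-PαS-iPS clones, it had 3.70 and they had 0.51 to 0.85, which argues against a shift of the slide of the other 4F-TTF-iPS clones as the whole cause, though it rests on 1 array. A shift of the slides of the 4F-PαS-iPS clones stays open, since 0 slides held both 4F-PαS-iPS and 4F-TTF-iPS clones. The source of the cells stays open as a biological explanation, and residual retroviral expression may differ between sources. By RT-PCR the paper reports transgenes silent in all PαS-iPS clones but not fully silenced in several OP- and TTF-iPS clones. Those RT-PCR data were not analysed here. The difference of 0.98 in PαS-iPS clones stands against complete silencing, but a shift of slides stays open for it, as no slide held both of its groups.

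The clones showed transcripts of fibroblast markers above the mean of the ES arrays. The median over 18 markers was 3.56 on the log2 scale, and 1.65 to 3.62 under the other scalings, with all 30 clones above 0 under each. Of 10000 random lists of the same expression, 0 had a median as high. The ES arrays themselves differ: all 18 markers were lower on the EB-3 than on the RF8 array. Of those above background on both, Col1a1 was lower by -7.72 and Col1a2 by -8.01. Against the EB-3 array the median was 6.30, and against the RF8 array 0.88, with 24 of 30 clones above 0. The medians of 6.30 and 3.56 rest in part on EB-3 signals not above background, so that they are not exact levels. Only Sparc and Dcn were above both ES arrays in all 30 clones, and Fn1 was -0.11. The studied ES lines also express some of the markers, 9 of 18 being above background on both ES arrays. RNA from the SNL feeder cells on which, by the paper's methods, iPS cells were cultured is a candidate source. It cannot be told apart from differentiated cells within the clones, and it rests on which ES array is the reference. A single share of such cells per clone, raising all markers together, is in line with the mean correlation of 0.502 between markers across clones, against 0.0113 in random lists. The scanning session stays open too, as 0 ES arrays were scanned with the clones. The Zfp42 probes and the probes lower than in ES cells are taken up among the other observations.

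Of 20 OP- and TTF-derived clones, 8 had transcripts of both Y chromosome genes Ddx3y and Eif2s3y above background (7 of OP and 1 of TTF origin), while the arrays of the primary OP and TTF cells had 0. Carry-over of RNA from a male sample is argued against by the level: the median of Ddx3y was -1.21 relative to the ES arrays, and it ranged from -2.68 to -0.85. Feeder cells shared by all clones would bring such transcripts to each clone, and 12 of the 20 had not both. That the source arrays and the clones come from different animals stays open, as the source arrays of OP and TTF cells held 0 of the Y transcripts and 1 array per source does not show how many animals were used. No other biological explanation was tested.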

How the results depend on the processing

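The normexp correction with outlying backgrounds replaced, the unsquared correlation, the clones kept at their bound and the tests with other splits of the clones were chosen after the results were seen, and the other alternatives were planned.

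Over 33 results, the alternatives set beforehand gave 516 values. Of these, 414 kept their direction and their side of the threshold or stayed within their spread, 27 passed the threshold only under the alternative, 11 no longer passed it, 60 moved and 4 changed direction. Among the 414, 2 changed sign within the difference between the ES arrays: Klf4 in PαS cells from 0.39 to -0.93 against EB-3, and in OP cells from -0.70 to 0.63 against RF8. Except where a value shows it, the cause was not tested.

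For R², the difference between PαS- and TTF-iPS clones was -0.00116 under normexp. Between 3F- and 4F-PαS-iPS clones it was -0.0304 (exact permutation test, p = 0.0476) with outlying backgrounds replaced and -0.0465 (p = 0.0317) with only probes above background, so that 3F-PαS-iPS clones lay farther from ES cells at p under 0.05. On the unsquared correlation 2 clones were under 0.92, against 30 for its square. The difference in spread changed direction under normexp (-0.0158), with backgrounds replaced (-0.00318) and with only probes above background (-0.00658). Leaving out each clone gave 0.00728 to 0.0170 for PαS- minus OP-iPS, 0.00691 to 0.0143 for PαS- minus TTF-iPS and -0.0202 to -0.00913 for 3F- minus 4F-PαS-iPS clones. The p fell under 0.05 without 4F-OP-iPS #4, without 3F-PαS-iPS #3 and without 3F-PαS-iPS #1, the ends of these ranges farthest from 0. For the spread the range was 0.00155 to 0.00575.

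For the gene-centred correlation, the difference between 3F-PαS-iPS and the other clones was -0.254 under normexp, -0.142 under quantile normalization, -0.250 with backgrounds replaced, -0.207 with only probes above background and -0.129 with RF8 alone, at p from 0.0161 to 0.0432. Without centring it was 0.000444 (exact permutation test, p = 0.931). Without single clones it ranged from -0.191 (without 3F-PαS-iPS #1) to -0.0759 (without 3F-PαS-iPS #3), and its p fell under 0.05 on leaving out 12 of the 30 clones. Between 3F- and 4F-PαS-iPS clones it was -0.168 (exact permutation test, p = 0.0952) with the 2-fold filter between ES arrays, -0.00768 (p = 0.119) without centring, -0.276 (p = 0.200) by slide means and -0.252 (p = 0.0625) with the clone number as a block. Without single clones it ranged from -0.311 to -0.196, at exact permutation p from 0.00794 to 0.0714, and passed the threshold without 3 of the 10 clones only.

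Between Nanog and R² r was 0.780 with the clones not above background kept at their bound, against 0.775 without them. Over the alternatives r ranged from 0.565 to 0.794.

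For Gtl2, the difference between 3F- and 4F-PαS-iPS clones passed the threshold under normexp (1.82, exact permutation test, p = 0.0238) and on 2 of its other probes (1.44 and 1.69). Without single clones it was 1.31 to 2.01, passing the threshold without 4F-PαS-iPS #3 and without 3F-PαS-iPS #3 or #4. For Rian it was 0.67 to 1.31, passing without 3F-PαS-iPS #4.

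For 3F- against 4F-PαS-iPS, PαS- against OP-iPS and PαS- against TTF-iPS clones, normexp gave 185, 162 and 22 changed probes, and replaced backgrounds gave 0, 219 and 52. At an unadjusted p under 0.05 limma gave 4116 for the first with replaced backgrounds. Under normexp the median of all probes lay at -0.24, 0.15 and 0.11 in the 3 comparisons, where it was -0.01, 0.03 and -0.01 as reported, so that the scale shifted as well. With no filter on dim probes, with slide as a random block and with the clone number as a block, the first was 0. PαS- against OP-iPS clones gave 277 with slide as a fixed block, and 1034 with no fold minimum. PαS- against TTF-iPS clones gave 345 with no fold minimum, 6 with slide as a random block and 207 with the clone number as a block. The direction of that comparison depends on scaling, with 52 higher and 82 lower as reported, 72 and 50 under quantile normalization, 15 and 7 under normexp, and 30 and 22 with backgrounds replaced. Without single clones the 3 numbers ranged from 0 to 541 (without 4F-PαS-iPS #3, and 163 without #5), from 172 (without 4F-OP-iPS #3) to 1285 (without 4F-OP-iPS #2) and from 35 (without 3F-TTF-iPS #1) to 258 (without 4F-PαS-iPS #2).

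Against ES cells, 3F-PαS-iPS, 3F-OP-iPS, 3F-TTF-iPS, 4F-PαS-iPS, 4F-OP-iPS and 4F-TTF-iPS clones gave 6052, 5591, 5740, 3473, 5340 and 5682 changed probes under normexp, and 6438, 6109, 6296, 4312, 5636 and 6053 with backgrounds replaced. With no filter on dim probes 3F-TTF-iPS clones gave 16573. Under normexp, with backgrounds replaced and as reported, 4F-PαS-iPS clones had the fewest of the 6 groups.

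Among 100 splits of the same 10 PαS-iPS clones, of 126 possible, 5 gave at least 4 changed probes, so that chance cannot be excluded for 3F- against 4F-PαS-iPS clones. For PαS- against OP-iPS and PαS- against TTF-iPS clones 1 of 100 splits, the real one, gave as many. These splits ignore slides, and with slide as a block the numbers fell to 277 for PαS- against OP-iPS and to 6 for PαS- against TTF-iPS clones, so that slide cannot be told apart from source for most of the latter. On the median array 63.1% of probes were well above background, which limits what the arrays can show for weakly expressed genes.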

Differences from the paper's values

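The unsquared correlation was chosen after the result was seen, and the other alternatives named in this part were planned before the data were examined.

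Clones with an R² under 0.92 numbered 30, where Fig. 3B shows about 3, read by eye. The number was 29 under normexp and with a floor under dim signals, and 20 with the 2-fold filter between ES arrays. It was 30 under quantile normalization, with the authors' table, with only probes above background, and with the EB-3 or the RF8 array alone. Rounded to 2 decimals first, 14 clones were under 0.92 with the 2-fold filter. None of these alternatives came near the paper's number. The unsquared correlation, tried only after these values were seen, put 2 clones under 0.92.

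The single R² values were lower than the paper's for all 33 clones and source cells, by 0.0558 on average. With the 2-fold filter between the ES arrays, which the paper's methods describe for duplicated analyses, the average difference was 0.0125, with 6 values equal to the paper's at 2 decimals and 27 lower. The other planned settings had average differences from 0.0526 to 0.165. The unsquared correlation had an average difference of 0.00964, with 9 values equal at 2 decimals, 24 higher and 0 lower. It was chosen for its fit after the values were seen, so which scale and which genes the paper's values rest on stays open.

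The paper states that all clones were over an R² of 0.9, and 2 of 30 clones were here, or 26 with the 2-fold filter. On the unsquared correlation, tried after the values were seen, 30 were.

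The paper states that 3F-PαS-iPS clones clustered closest to ES cells. Their gene-centred correlation with ES cells was the lowest of the 6 groups, -0.164, against 0.0879 for 4F-PαS-iPS clones. They were not the lowest under each alternative: 3F-TTF-iPS clones were lower with the 2-fold filter (-0.234 against -0.125), with a floor under dim signals (-0.202 against -0.171), with EB-3 alone (-0.158 against -0.140) and with mean centring (-0.213 against -0.200). In none of the centred trees did a 3F-PαS-iPS clone join the ES arrays first. Without centring, the difference from the other clones was 0.000444.

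The paper states that PαS cells expressed Tbx3 at levels like those of ES cells, and the difference was -2.44, or -1.03 against the RF8 array alone.

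The paper states that Gtl2 and Rian were somewhat lower in 3F-PαS-iPS #4. Gtl2 was also lower in #3, at -1.72 against -1.29 in #4, and for Rian #3 was at -1.17 against -2.37 in #4.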

Other observations

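The tests of other probes, of swapped labels, of slides and of the normexp spots were chosen after the results were seen, and those on fibroblast markers and dilution before.

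Without 4F-PαS-iPS #3, 541 probes changed between 3F- and 4F-PαS-iPS clones, against 4 with it. After centring, its mean correlation was -0.0446 with the arrays on its own slide and -0.00319 with the clones on other slides, a difference of -0.0414, so that no likeness by slide was seen, but a shift of its array alone stays open. Its mean correlation was 0.221 with the 5 3F-PαS-iPS clones and -0.0818 with the other 4F-PαS-iPS clones. With 3F-PαS-iPS #1 and #2, picked after the values were seen, it was 0.455. That its array is of a 3F-PαS-iPS clone stays open. Its c-Myc coding excess over the 3′ UTR probe was 0.98, above the 3F-PαS-iPS clones (0.42 to 0.85) and within the other 4F-PαS-iPS clones (0.74 to 2.97), but these ranges overlap, so that a wrong label cannot be told apart from a right one. These 3 clones are also the ones of 10 PαS-iPS clones in which both Ddx3y and Eif2s3y were above background. The array of the primary PαS cells held both, and the paper describes 3F-PαS-iPS #1 and #2 as of male origin. Whether the sex of the cells accounts for the likeness was not tested and stays open.

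Clones of the same group on 1 slide were more alike after centring than those on different slides, by 0.211 (permutation test, p = 0.0198). Between clones of different groups the difference was 0.0299 (permutation test, p = 0.383), which argues against hybridization or scanning on the slides that held 2 groups. Slides 1, 7 and 8 held 1 group each and give no such pairs, so that a shift of those slides stays open. Handling of clones in the same batch before the arrays may also account for the likeness and was not tested.

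Under normexp, R² of 4F-PαS-iPS #3 was 0.773, against 0.885 in the main values. Its local background reached 73028 at the highest, where the median of the array was 27.5, and 4 spots were over 10 times the median. With those backgrounds replaced it was 0.891, just under the other 4 4F-PαS-iPS clones (0.896 to 0.920). The drop from the main value was therefore gone, so that the spots may account for it. Why the clone then lay just under the other 4 4F-PαS-iPS clones cannot be told.

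Zfp42 (Rex1) was lower than in ES cells in all 30 clones, by medians of -4.82 and -6.98 on its 2 probes, and under each scaling (medians from -4.96 to -4.72 on the first). The second probe was low too, its highest clone being at -3.58. The probes share 20 bases, so that a fault or a sequence variant in the shared stretch stays open. The paper reports Rex1 in PαS-iPS clones by RT-PCR, which was not analysed here. No biological explanation was tested.

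The probes lower in all 6 groups than in ES cells numbered 2981. Dilution by other cells would lower all transcripts that those cells lack alike. Over 1417 probes present on both ES arrays and on none of the 3 source arrays, the median was -1.35, so the level fell as dilution predicts. However, among the 822 of them within 2-fold between the ES arrays, the quartiles lay at -2.17 and -0.36 and 144 were not lower, which argues against dilution as the only cause. A part of it may be dilution.

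The 3F-OP-iPS clones #1 and #3 had a c-Myc coding excess of 5.69 and 4.77, against 0.35 to 0.85 in the other 13 3F-clones. The stop codon probe showed it too, at 3.46 in the lower of the 2 clones, which argues against a fault of the coding probe alone. Both excesses subtract the same 3′ UTR probe, so that they cannot bear on a fault of that probe. A swap with 4F-OP-iPS clones would leave partners in their place, and 0 of the 4F-OP-iPS clones lay within the range of the other 3F-clones, the nearest being at 0.89. A swap of both clones has no partners, while a swap of 1 clone or a single wrong label stays open and cannot be told apart from expression of a transgene. Which virus the clones carry was not analysed here.

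R² rose with the fibroblast marker median across 30 clones, with r of 0.414 (permutation test, p = 0.0236, adjusted p = 0.0472 over 2 relations) and rho of 0.314 (p = 0.0899). Without the 2 farthest clones r was 0.250 (permutation test, p = 0.200), so the relation rests on them. A share of fibroblast-like RNA could lower R², and no such relation was seen over all clones. Such RNA could also raise R², since the RF8 array, part of the ES mean, held more of these markers than the EB-3 array. The relation was not tested with the EB-3 array alone as the reference. Within slides r was 0.527, and by source -0.393 for PαS-, 0.585 for OP- and 0.704 for TTF-iPS clones, so that a part played by such RNA in R² stays open. Between 3F- and 4F-PαS-iPS clones the marker median differed by 0.31 (exact permutation test, p = 0.389), which leaves open whether such RNA bears on their distance from ES cells.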
